A study of Equus caballus with 22 samples.

How the data were processed

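Snap-frozen articular cartilage and synovium from the metacarpophalangeal joint of young and old horses were measured by 3′ end sequencing of total RNA. Per the labels' protocols, RNA was extracted with TRIzol and RNeasy columns with DNase digestion, and QuantSeq-Reverse libraries were sequenced on a NextSeq by a service provider. The labels also mention a 4sU treatment of cells, which conflicts with the snap-frozen tissue they describe. That label was taken as carried over from another experiment, which could not be checked. It was not used here as a variable since every sample carries it. The authors deposited 1 table per tissue, with raw counts of reads per 3′ site and no normalization, per the file headers and the whole-number values. Per the file headers, each row names a gene, chromosome, start, end, strand and length. No header or label states the aligner, the counting tool, the genome build, the gene annotation, the way sites were called, or whether reads were deduplicated, and no molecular identifiers are mentioned. Any duplicate reads that remain therefore count as separate observations, and standard counting intervals and zero-count limits cover counting error only. Whether counting used strand is not stated, so sites of overlapping or antisense genes and of near-identical gene copies are uncertain.

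Samples were placed in groups by their titles, 6 young and 6 old cartilage and 5 young and 5 old synovium samples. Table columns were matched to samples by name, and 0 sample columns were left unused. In both tables, 0 rows lacked a gene. The median site length was 107 nt in both. The reference table of gene names (RefSeq, thoroughbred assembly) holds no Ensembl identifiers, and 0 of 22613 gene identifiers could be matched to a symbol through it, so none of its coordinates or names were used. Lists of 25 joint matrix genes and 21 cleavage and polyadenylation genes, defined by symbol before the data were examined, could not be read for that reason. The designs of the tests, the alternatives and the rule for named genes were also fixed before the data were examined. Tables of both tissues hold raw counts, and 14621 genes occur in both.

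Counts at a gene's sites were summed and tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr (minimum count 10, minimum total 15), TMM scaling, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment at 0.05. Each tissue was fitted alone, with age as the only term. TMM factors ran from 0.893 to 1.10 in cartilage and from 0.888 to 1.09 in synovium. Use of sites within a gene was tested with edgeR's diffSpliceDGE on sites passing the same filter in genes with at least 2 such sites, and combined per gene by the Simes method. Distal site use was the share of a gene's counts at its most distal site, for genes with at least 2 filtered sites and at least 10 counts in every library, with the median over genes compared by a two-sided exact permutation test. For site use and distal site use, a gene's sites and counts are those of its sites passing the filter. The difference of the age effect between tissues was a contrast in a fit of all 22 libraries, with 1 dispersion per gene shared by both tissues. Levels within a tissue are TMM-scaled CPM, computed here from the deposited counts. Levels given for the difference between tissues are CPM of the total count of each library, without TMM scaling. Other statistics used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures used Matplotlib 3.10.9. Comparisons by age within a tissue enumerated every regrouping. The comparison of the tissues over 22 libraries and the correlations over 10 or 12 libraries used 100000 resamples, and the test of same-library site pairs used 1000.

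The rule for named genes asked for features past an adjusted p of 0.05 with a gene symbol, a mean of at least 10 counts and no overlap between ages, and otherwise for the 2 features with the lowest p in each test. No feature passed, so the latter applied throughout. A group at or under 3 counts in every library was treated as being at the detection limit. Intervals for shares in single libraries are 95% Wilson intervals.

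Scripts for the gene, site and tissue tests were tested on simulated data with the real genes, means and library sizes and 200 changed features. With low spread (dispersion 0.01), 4-fold changes were recovered for 100% of the changed genes in either tissue, for 88.5% of changed sites in cartilage and 82% in synovium, and for 100% of genes with a tissue difference. With the observed spread, 4-fold changes were recovered for 27.5% of changed genes among 8752 in cartilage and 64% among 11370 in synovium, and 8-fold changes for 43% and 89.5%. Gene changes of 2-fold were recovered for 0% and 5.5%. For sites, 8-fold changes were recovered for 0.5% among 8211 in cartilage and 45.5% among 16100 in synovium, and for the tissue difference among 10357 genes for 40.5%. The tissue difference was simulated with 1 dispersion per gene shared by both tissues. For the distal measure, a simulated shift of 10 percentage points over 300 invented genes with counting noise only was recovered as 9.96. That checks the sign and size of the measure, not its power at the observed spread.

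Alternatives were DESeq2 1.42.0 size factors or library size alone for scaling, no filter or at least 10 counts in every library, DESeq2's Wald test, limma 3.58.1 (voom), a single fit of both tissues, a log2 change of at least 1, sites with at least 5% of their gene's counts, other settings of the distal measure, a block for the replicate number, and each library left out in turn.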

Results

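Sequencing of transcript 3′ ends was used to ask how transcript abundance and the choice of 3′ end differ with age in tissues of the equine metacarpophalangeal (fetlock) joint. Articular cartilage, which covers the bone ends, was represented by 6 young and 6 old samples, and synovium, the membrane that lines the joint, by 5 young and 5 old samples. The labels give the ages only as young or old and place all 22 samples in 1 batch. The sex of the horses was not analysed here. The QuantSeq-Reverse assay primes cDNA synthesis at the poly(A) tail and reads from the 3′ end, so a read was taken to mark where a transcript ended. Priming away from true 3′ ends was not examined. The deposited values are raw counts of reads per 3′ site, a short genomic interval assigned to a gene. A gene with several sites was taken to have alternative 3′ ends, and the counts at its sites were summed to give its expression.

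The cartilage table listed 138134 sites in 17278 genes, with a median of 4 sites per gene. The synovium table listed 262643 sites in 19956 genes, with a median of 6 sites per gene. More than 1 site was listed for 76.9% of the cartilage genes and 83.5% of the synovium genes. Total counts per library ran from 2132898 to 3167402 in cartilage and from 3499770 to 5664167 in synovium. Between 17779 and 40444 sites were detected per cartilage library, against 64577 to 102403 per synovium library. In cartilage, 33200 ± 5235 sites (SD, n = 6) were detected in young and 27959 ± 6681 (SD, n = 6) in old libraries, a difference within the spread (two-sided exact permutation test, p = 0.156). In synovium the numbers were 83740 ± 12511 and 81882 ± 14329 (SD, n = 5 each; two-sided exact permutation test, p = 0.825). Across 16 such comparisons of library measures by age, the lowest Benjamini-Hochberg adjusted value of the exact permutation tests was 0.356.

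The tissues differed in how counts were spread over sites. In cartilage, 76520 sites (55.4%) had counts in a single library, and 51.6% of these held at least 10 counts. In synovium, 113426 sites (43.2%) had counts in a single library, and 1.48% of these held at least 10 counts. Sites with counts in every library numbered 4153 in cartilage, where they held 71.1% of all counts, and 23272 in synovium, where they held 93.7%. Among single-library sites with at least 2 counts, the median count per library ran from 12 to 41 in cartilage and from 2 to 5 in synovium (two-sided permutation test over 22 libraries, p = 2e-05, the smallest its resamples can give). By age, this median was 18.7 ± 6.12 in young and 20.5 ± 10.6 in old cartilage (SD, n = 6 each), and 3.4 ± 0.894 in young and 2.4 ± 0.548 in old synovium (SD, n = 5 each). The biological coefficient of variation over genes was 0.915 in cartilage and 0.449 in synovium. The median Spearman correlation between libraries of a group was 0.761 in young and 0.711 in old cartilage, and 0.923 in young and 0.935 in old synovium. Old synovium 2 stood apart, with correlations of 0.778 to 0.854 to the other old synovium libraries, against 0.935 to 0.953 among those. No pair of libraries in a group was alike within counting noise (chi-square per degree of freedom of at least 11.4). Amplified copies also raise this value, so it does not by itself show separate samples. Each library was counted as 1 sample, as labelled.

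**Figure D1:**
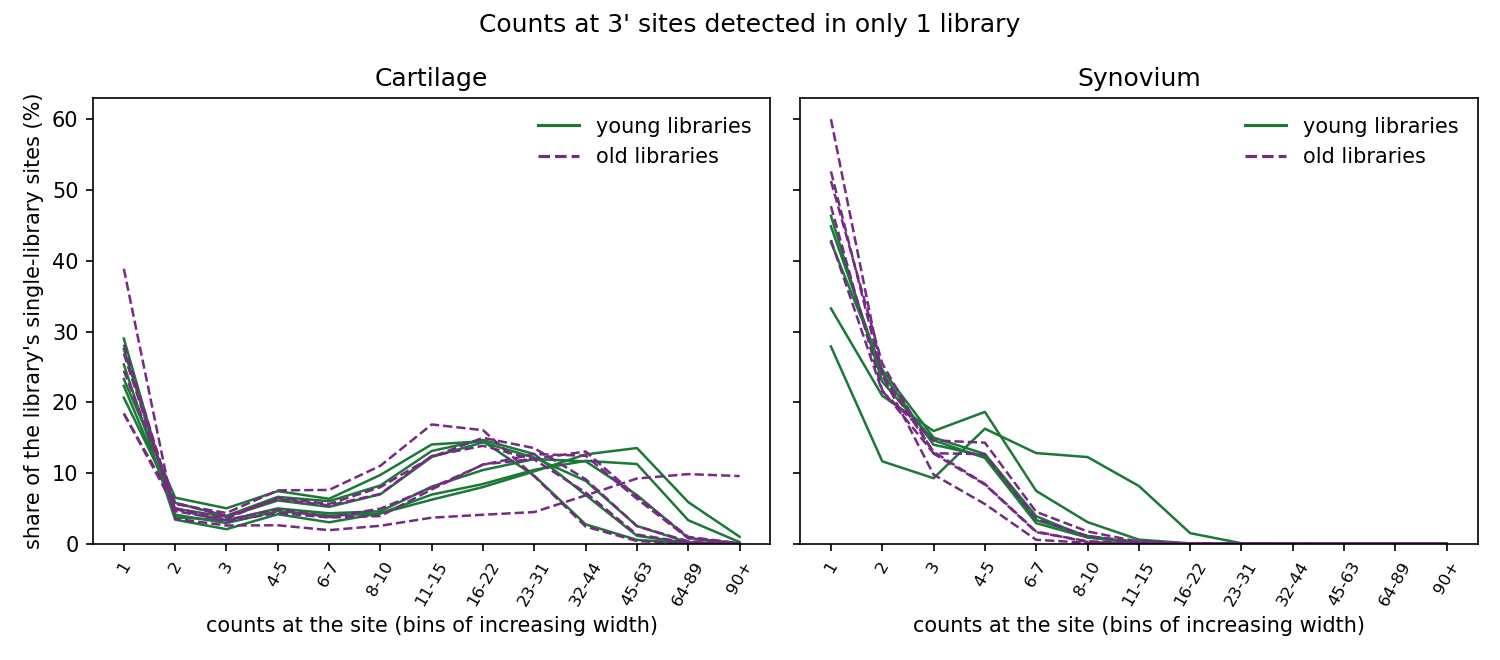
Counts at 3′ sites detected in only 1 library, for 12 cartilage libraries (left) and 10 synovium libraries (right). Each line is a library, the x axis bins the counts at a site, and the y axis gives the share of that library's single-library sites in percent. The bins widen with the count, so a peak on them need not be a peak per single count value. On these bins cartilage libraries have a second peak above 10 counts, which synovium libraries lack. Of these sites, 51.6% hold at least 10 counts in cartilage and 1.48% in synovium.

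The first comparison asked which genes changed in abundance with age in cartilage. Of 8752 genes tested with edgeR's quasi-likelihood test, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and the lowest adjusted p was 0.798. At an unadjusted p under 0.05 there were 270 genes (3.09% of those tested), of which 165 were higher and 105 lower in old cartilage. With scaling by library size alone, which shifted the median log2 change of all genes to -0.12, the corresponding split was 84 higher and 189 lower. Leaving out 1 library at a time gave 210 to 357 such genes, with fewer higher than lower genes without young cartilage 5 (122 of 245 higher), old cartilage 1 (121 of 269) and old cartilage 2 (172 of 347). Fewer were higher than lower also without a filter on low counts (897 of 2340 higher), in DESeq2 (342 of 814), in limma-voom (275 of 576) and in the fit of all 22 libraries (452 of 1191), so the split has no stable direction. The alternative that moved the count most was a fit of all 22 libraries, which called 19 genes in cartilage (6 higher and 13 lower in old). That fit shared 1 dispersion per gene with synovium, where the biological coefficient of variation was 0.449, against 0.915 in cartilage. Its cartilage calls may therefore rest on a spread set too low. The files do not pair gene identifiers with symbols, and they place sites by chromosome, start and end on a genome build they do not name. No exon or untranslated-region annotation was used here. The gene with the lowest p was ENSECAG00000022641, with 1 site on chromosome 8 from 5379778 to 5379889 on the minus strand. Its level was 170 ± 81.8 CPM (counts scaled to the effective library size) in young and 701 ± 458 CPM in old cartilage (SD, n = 6 each). The log2 change was 2.04 with a standard error of 0.42, and all 6 old libraries lay above the young median (edgeR, adjusted p = 0.798). The next gene was ENSECAG00000005814, with 32 sites on chromosome 20 from 11505336 to 11602876 on the plus strand. It measured 94.9 ± 19.7 CPM in young and 211 ± 28.4 CPM in old cartilage (SD, n = 6 each), a log2 change of 1.15 with a standard error of 0.25 (edgeR, adjusted p = 0.798). The lowest old library, at 154 CPM, was above the highest young library, at 130 CPM. Both genes failed the correction in the test used here and passed it in DESeq2 and in the fit of all 22 libraries. Their adjusted p ranged from 0.0119 to 1.00 and from 1.88e-05 to 1.00 over 21 alternatives.

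The same comparison in synovium tested 11370 genes, of which 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The lowest adjusted p was 0.152. At an unadjusted p under 0.05 there were 786 genes (6.91%), of which 292 were higher and 494 lower in old synovium. The direction of this split depended on the scaling, the filter and on single libraries. It followed the median log2 change of all genes, which was -0.0527 in the main fit. That median was positive in each setting named below with more higher genes, such as 0.0592 with DESeq2's size factors. The reversals are therefore not separate from a shift of all genes together. With DESeq2's size factors in the same test the split was 486 higher and 273 lower, and with library size alone it was 251 higher and 592 lower. Leaving out 1 library at a time gave 445 to 1193 such genes. More of them were higher than lower without young synovium 1 (350 of 471 higher), young synovium 2 (459 of 730), young synovium 5 (323 of 467) and old synovium 4 (499 of 763). The same held without a filter on low counts (797 of 1274), with at least 10 counts in every library (438 of 722), in DESeq2 (631 of 1021) and in the fit of all 22 libraries (123 of 186). DESeq2 also changed the scaling and the filter. In limma-voom, with the main scaling and filter, fewer were higher than lower (396 of 1171 higher). The lowest p belonged to ENSECAG00000004107, with 9 sites on chromosome 1 from 60601429 to 60606234 on the minus strand. It measured 1135 ± 351 CPM in young and 4055 ± 1298 CPM in old synovium (SD, n = 5 each). The log2 change was 1.84 with a standard error of 0.28, and the groups did not overlap (edgeR, adjusted p = 0.152). Without old synovium 2, the lowest old library, its adjusted p was 0.00679 (edgeR), and without old synovium 4 it was 0.0455. ENSECAG00000024531, with 8 sites on chromosome 7 from 81604341 to 81610634 on the minus strand, measured 578 ± 68.7 CPM in young and 1311 ± 330 CPM in old synovium (SD, n = 5 each). Its log2 change was 1.18 with a standard error of 0.20, again without overlap between the groups (edgeR, adjusted p = 0.245). Without old synovium 2 its adjusted p was 0.0377 (edgeR). Over 19 alternatives the adjusted p ranged from 4.86e-08 to 0.492 for ENSECAG00000004107, which passed 0.05 in 8, and from 4.82e-06 to 0.885 for ENSECAG00000024531, which passed in 4. DESeq2 called 38 genes in synovium (27 higher and 11 lower in old).

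**Figure D2:**
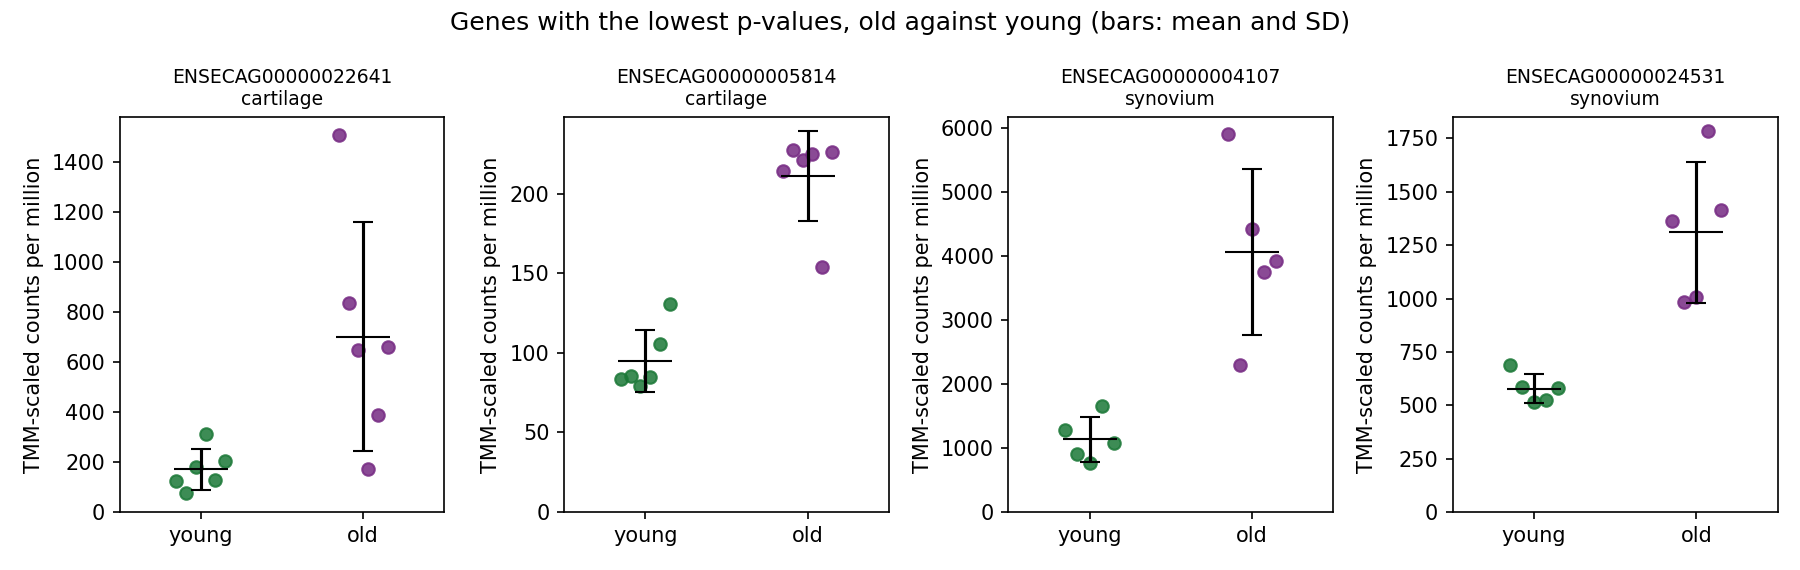
TMM-scaled CPM (y axis) of the genes with the lowest p-values in cartilage (left pair of panels) and synovium (right pair). Points are single libraries, 6 per age in cartilage and 5 per age in synovium, and bars give the mean and SD. The old libraries of ENSECAG00000005814, ENSECAG00000004107 and ENSECAG00000024531 lie above every young library, whereas old cartilage 4 overlaps the young libraries for ENSECAG00000022641. None of these genes passed the correction (adjusted p from 0.152 to 0.798, edgeR).

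The next comparison asked whether a gene's 3′ sites changed in use relative to each other. In cartilage 8211 sites in 2917 genes were tested with edgeR's diffSpliceDGE, and 0 passed an adjusted p of 0.05. The lowest adjusted p was 0.416, and 15 sites (0.183%) had an unadjusted p under 0.05, 3 of them used more in old cartilage. Among 100 regroupings of the libraries the median was 13 such sites, far below the share of 0.05 that chance should give. The site test was thus conservative here, so 0 calls do not argue for unchanged site use. Leaving out 1 library at a time gave 20 to 52 such sites, the most without old cartilage 1. More sites were used more than less without a filter on low counts (1047 of 1821) and with at least 10 counts in every library (9 of 16). Fewer were in limma-voom (215 of 434), with the replicate block (27 of 93) and with library size alone (3 of 18). The direction of this split therefore depended on the filter. Combined per gene by the Simes method, 0 genes passed, and 6 had an unadjusted p under 0.05. No alternative changed the cartilage count of 0 calls. The site with the lowest p lay in ENSECAG00000000397, 1 of 5 sites of that gene that passed the filter, on chromosome 21 from 58851156 to 58851294 on the plus strand. It held 14.4% ± 5.43 of the gene's counts in young cartilage (SD, n = 6). In old cartilage it held 0 of 1213 counts at those sites, which allows a share of up to 0.247% (edgeR, adjusted p = 0.416). A site of ENSECAG00000032490 on chromosome 10 from 16143612 to 16143726 on the minus strand held 44.5% ± 20.8 in young and 0.228% ± 0.559 in old cartilage (SD, n = 6 each; edgeR, adjusted p = 0.416). The old value rested on 1 count of 502. These limits cover counting error only, since no molecular identifiers are mentioned and amplified reads may not be independent molecules.

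In synovium 16100 sites in 5165 genes were tested and 0 passed an adjusted p of 0.05 in diffSpliceDGE. There were 231 sites (1.43%) at an unadjusted p under 0.05, of which 47 were used more and 184 less in old synovium. The median over 100 regroupings was 226 such sites, so the site test was conservative in synovium also. Leaving out 1 library at a time gave 129 sites without young synovium 1 and up to 534 without old synovium 2, in each fit with fewer sites used more than less. By the Simes method 0 genes passed, with 47 at an unadjusted p under 0.05. Without a filter on low counts 2 sites passed. The lowest p belonged to a site of ENSECAG00000016948 on chromosome 11 from 6258466 to 6259351 on the minus strand. Its share of the gene's counts was 10.1% ± 4.70 in young and 3.02% ± 1.40 in old synovium (SD, n = 5 each). The log2 change of the site relative to the gene as a whole was -1.20 (edgeR, adjusted p = 1.00). A site of ENSECAG00000021679 on chromosome 28 from 22264404 to 22264520 on the plus strand held 16.4% ± 7.99 in young and 5.25% ± 2.80 in old synovium (SD, n = 5 each), a log2 change of -1.36 (edgeR, adjusted p = 1.00).

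To ask whether 3′ ends moved as a whole toward longer or shorter forms, the share of each gene's counts at its most distal site was taken, and the median over genes was compared between ages. Only sites passing the count filter entered this share. Over 2032 cartilage genes the median distal share was 20.3% ± 1.72 in young and 17.5% ± 1.77 in old libraries (SD, n = 6 each). The difference of -2.75 percentage points was larger than the spread between libraries (two-sided exact permutation test, p = 0.0216, adjusted over 2 tests p = 0.0433). The smallest p this design allows is 0.00216. The alternative that moved it most was the mean over genes in place of the median, which gave -1.01 percentage points (exact permutation test, p = 0.212). Leaving out 1 library at a time gave differences from -3.31 to -2.19 percentage points. In 4 of these 12 fits the unadjusted exact permutation p rose above 0.05, with a difference of -2.19 without old cartilage 2 (p = 0.0606), -2.25 without young cartilage 1 (p = 0.0519), -2.55 without young cartilage 6 (p = 0.0519) and -2.55 without old cartilage 6 (p = 0.0563). Adjusted over 2 tests in the same way, 2 of 16 alternatives stayed under 0.05. The distal share was lower in old cartilage for 1099 genes and higher for 929. Over 4937 synovium genes the median distal share was 19.9% ± 2.08 in young and 18.0% ± 3.81 in old libraries (SD, n = 5 each), a difference of -1.88 percentage points within the spread (two-sided exact permutation test, p = 0.365). The distal share was lower in old synovium for 3020 genes and higher for 1911. Without old synovium 3 the synovium difference was -0.754 percentage points (exact permutation test, p = 0.714), and without old synovium 2 it was -3.25 (p = 0.0952). Whether the distal shift differs between the tissues was not tested.

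**Figure D3:**
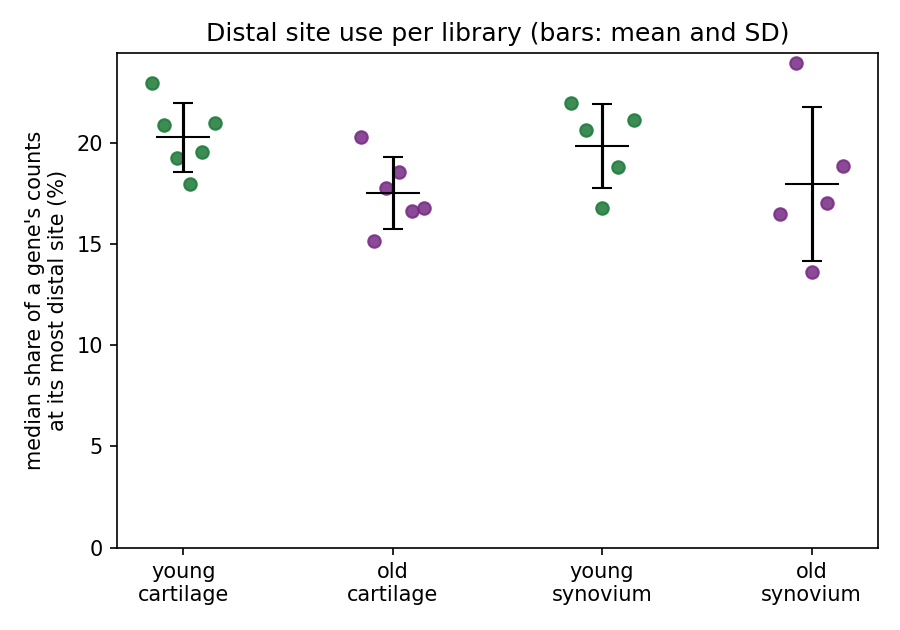
Median over genes of the share of a gene's counts at its most distal 3′ site, in percent (y axis), for each library of the 4 groups. Points are libraries (6 per age in cartilage, 5 per age in synovium) and bars give the mean and SD. Old cartilage libraries lie lower than young ones on average (difference of -2.75 percentage points), with overlap, and old synovium libraries range from 13.6% to 23.9%.

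Whether the age difference itself differed between the tissues was tested over 10357 genes in a single fit of all 22 libraries. That fit used 1 dispersion per gene for both tissues, though their spread differed. In it 1191 cartilage and 186 synovium genes had an unadjusted p under 0.05, against 270 and 786 when each tissue was fitted alone. Its standard errors by tissue need not match each tissue's own spread. With edgeR's quasi-likelihood test of the difference 0 genes passed an adjusted p of 0.05, and the lowest adjusted p was 0.238. At an unadjusted p under 0.05 there were 673 genes (6.50%), of which 209 had a higher and 464 a lower log2 change in cartilage than in synovium. The alternative that moved the count most was DESeq2, which called 36 genes (9 higher and 27 lower). The lowest p belonged to ENSECAG00000024478 on chromosome 3. In cartilage it measured 145 ± 66.4 CPM (here of the library total, without TMM scaling) in young and 45.5 ± 35.0 CPM in old libraries (SD, n = 6 each), a log2 change of -1.60 with a standard error of 0.53. In synovium it measured 2.24 ± 0.680 CPM in young and 11.6 ± 7.67 CPM in old libraries (SD, n = 5 each), a log2 change of 2.47 with a standard error of 0.62. The difference of -4.07 had a standard error of 0.81 (edgeR, adjusted p = 0.238). ENSECAG00000004534 on chromosome 4 had 0 counts in all 6 old cartilage libraries and 10.3 ± 6.22 CPM in young ones (SD, n = 6). The young mean was 8.34-fold the detection limit of 1.23 CPM, so by read counts old cartilage was at least that much below the mean. This bound covers counting error only, since amplified reads may not be independent molecules. Cartilage libraries had medians of 12 to 41 counts at single-library sites, so the young counts of 3 to 53 may stand for few molecules. Young cartilage 3, with 3 counts (0.947 CPM), was itself at the detection limit, so the bound does not hold for every young library. In synovium the gene measured 5.41 ± 4.33 CPM in young and 3.77 ± 1.60 CPM in old libraries (SD, n = 5 each). Its difference between tissues did not pass the correction (edgeR, adjusted p = 0.238). In DESeq2's Wald test the adjusted p was 0.00206 for ENSECAG00000024478 and 0.00187 for ENSECAG00000004534. Each gene passed in 1 of 26 alternatives. Across 7183 genes tested in both tissues, the log2 changes with age had a Pearson correlation of 0.0638 and a Spearman correlation of 0.056, and 52.8% had the same sign. These correlations are across genes, which are not independent replicates.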

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

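The values here stand apart from the other libraries of their group. In 54 groups of 5 or 6 libraries examined for a library far from the rest, 5 values did, where chance alone gives about 2.7, and 2 of the 5 describe the same library. The tests on single-library sites were chosen after the counts at those sites had been seen.

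Old cartilage 2 had a median of 41 counts at the sites seen only in that library (among those with at least 2 counts), against 21 in the nearest old cartilage library and 12 to 28 in young cartilage. Its total of 2210038 counts was near the lowest of the tissue, and it had the fewest sites detected, 17779. Deeper sequencing of cartilage is argued against as the source of high counts at single-library sites, since the highest total of a cartilage library, 3167402 counts, was below the lowest of a synovium library, 3499770. A small number of molecules amplified to many copies is a candidate explanation. At sites with a mean of 5 to 20 counts, 66.5% of the cartilage values were 0, against 6.52% in thinned synovium and 0.178% under counting noise. These zeros partly restate the pattern, since a site with many counts in 1 library and none elsewhere falls in this range, so they do not separate few molecules from variation between horses. The other 5 old libraries, at 12 to 21, were within the young range, so age alone does not account for it. A difference in the tissue sample or in RNA quality stays open and was not tested. Without this library the cartilage gene test again gave 0 calls (347 genes at an unadjusted p under 0.05), and the distal difference was -2.19 percentage points.

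Young synovium 2 had a median of 5 counts at its single-library sites, against 3 in each other young synovium library, and 13.2% of these sites held at least 10 counts, against 1.15% in the next library. These are 2 readings of a single property. The medians are small whole numbers, and with the other 4 libraries tied any different value stands apart. The same explanation as in cartilage, fewer molecules with more copies each, is a candidate explanation for this library, left open in cartilage by the 66.5% of zeros there. It was not tested for this library alone. No biological explanation was tested. Without this library the synovium gene test called 1 gene in place of 0, with 730 at an unadjusted p under 0.05.

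Old cartilage 5 had 154 CPM of ENSECAG00000005814, against 214 to 227 CPM in the other old cartilage libraries. It was still above the highest young library, at 130 CPM. Without it the log2 change was 1.23 in place of 1.15, and the gene did not pass in edgeR's cartilage fit in either case (adjusted p = 0.259 without it). Over all 21 alternatives the adjusted p ran from 1.88e-05, in DESeq2, to 1.00. The gene passed in DESeq2 and in the fit of all 22 libraries. The count behind the value was 393, and no test separated a technical source from a difference between horses.

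Old cartilage 1 had 1.37% of the counts of ENSECAG00000032490 at the site reported for that gene, against 0 in the other 5 old libraries. The value is 1 count of 73 (95% Wilson interval 0.242% to 7.36%). The other old libraries had 17 to 155 counts of the gene, and 0 of 17 has a 95% Wilson upper limit of 18.4%, so the libraries cannot be ordered at this depth. Leaving it out moved the log2 change from -4.92 to -5.82, with an adjusted p of 0.549 (edgeR). No biological explanation was tested.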

How the results depend on the processing

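Of the alternatives to the results that answer a comparison, 114 left the result on its side of the threshold, 14 changed a count of calls and 7 took the cartilage distal difference over the threshold of its exact permutation test, judged on the unadjusted p. The distal differences and the log2 changes of the named genes and sites kept their sign in the alternatives run. For single genes and sites, 183 alternatives changed no call and 18 moved a feature past the threshold. Asking for a log2 change of at least 1 could only repeat a count of 0 and is not among these. The cause of each change was not tested unless given.

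In cartilage, DESeq2 called 15 genes (814 at an unadjusted p under 0.05) and the fit of all 22 libraries 19, with 11 genes shared. In 11 of the 15 and 16 of the 19, every library of an age was at or under 3 counts. The other alternatives gave 0, including all 12 fits that each left out 1 library (210 to 357 genes at an unadjusted p under 0.05). In synovium, DESeq2 called 38 genes, no filter 3, limma-voom 3, and library size alone, at least 10 counts in every library and the fit of all 22 libraries 1 each. The 10 fits that each left out 1 library gave from 0 to 5 genes: 1 without young synovium 2, 3 without old synovium 2, 5 without old synovium 4, and 0 in the rest. Site calls in synovium were 2 without a filter and 1 with limma-voom and diffSplice. The age effect between tissues gave 36 genes in DESeq2. Which direction held more genes at an unadjusted p under 0.05 changed with the scaling, the filter and single libraries left out, and in cartilage with the test, as given with the results. In cartilage it also changed with the replicate block (115 of 263 higher) and with counts divided by the median count at single-library sites (95 of 203), and in synovium with the latter (447 of 725).

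The cartilage distal difference kept its sign in every alternative run. It was -1.01 percentage points as a mean over genes (exact permutation p = 0.212), -2.37 with sites of at least 5% of their gene's counts (p = 0.0563), and -2.01 with at least 50 counts in every library (p = 0.0303). Across the 12 fits that each left out 1 library it ran from -3.31 to -2.19 (exact permutation p from 0.00866 to 0.0606). These p-values are unadjusted. Adjusted over 2 tests like the reported value, 2 of the 16 alternatives were under 0.05. In synovium these fits ran from -3.25 to -0.754.

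The replicate numbers of young and old libraries were treated as sharing only a number. Same-numbered libraries had correlations of deviations from -0.0663 to 0.0637 in cartilage, with a mean of -0.0203 against 0.0042 for other pairs. In synovium these ran from -0.0922 to 0.347, with a mean of 0.0872 against -0.0225 for other pairs. Neither difference was tested, so a link by number stays open in synovium. With the replicate block, the counts of calls stayed 0 for genes, sites and the tissue difference (263 and 777 genes, 93 and 277 sites and 512 genes at an unadjusted p under 0.05). The blocked distal difference was -2.75 in cartilage (exact sign-flip p = 0.0625) and -1.88 in synovium (exact p = 0.3125). Alternatives chosen after seeing the data, counts divided by the median count at single-library sites (203 and 725 genes at an unadjusted p under 0.05) and a replicate block within each age (336), also gave 0 calls.

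The authors' own adjusted p-values were not used, since the tables have no such column, and the pseudocount and filter for normalized values were not run, since the values are counts. The spread between libraries limits cartilage: simulated 4-fold changes at the observed spread were recovered for 27.5% of changed genes, and 8-fold changes for 0.5% of changed sites. For sites the test itself was also conservative, so its part in that limit cannot be told from that of the spread.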

Other observations

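The tests on single-library sites and on the pairing of numbers across tissues were chosen after those patterns were seen. The draws, correlations and minor-site tests on distal site use in this section were chosen after the distal shares were seen.

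Splits of the libraries were compared by their number of features at an unadjusted p under 0.05. Each count includes the real split by age. In cartilage, 18 of 100 splits gave at least 270 genes and 35 of 100 at least 15 sites. In synovium, 31 of 100 gave at least 786 genes and 49 of 100 at least 231 sites. For the difference of the age effect between tissues, 20 of 60 gave at least 673 genes. With DESeq2, 17 of 40 cartilage splits gave at least the 15 calls of the real split, with a median of 13, so a count of that size is common among arbitrary groupings of these libraries. In synovium 2 of 40 splits gave at least the 38 DESeq2 calls, with a median of 1.5 and a maximum of 81. The synovium DESeq2 count is therefore at the edge of what regrouping gives, and ENSECAG00000004107 and ENSECAG00000024531, whose ages did not overlap, may merit a closer look. That was not tested on other samples.

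High counts at sites seen in a single cartilage library may come from few starting molecules amplified to many copies. The 66.5% of zeros at sites of moderate mean, against 6.52% in thinned synovium, partly restate the pattern and leave this open. Deeper sequencing is argued against by the totals, at most 3167402 counts in cartilage and at least 3499770 in synovium. Genes switched on in single horses are argued against as the main source: of 7754 cartilage gene pairs of single-library sites more than 1000 nt apart, 10.6% came from the same library, where shuffling gives 9.24% (8.64% to 9.89%). The small excess (permutation p = 0.000999, the smallest that 1000 resamples can give) leaves room for a minor share. Tissue cannot be separated from sample input or RNA yield, which the labels do not give. If the explanation holds, counts in cartilage overstate the evidence per gene.

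The lower distal site use of old cartilage was weighed against 3 technical measures. Drawing each library's apparent number of molecules from a common profile gave a difference of -0.43 percentage points (-1.05 to 0.129), against the measured -2.75. The draws hold sampling noise only, and the synovium difference, within the spread between libraries, also lay outside its 200 draws, so they do not decide whether fewer distinct molecules are a cause. Within old cartilage the distal share rose with the log2 number of apparent molecules (Pearson r = 0.721, exact permutation p = 0.0778; Spearman rho = 0.6, p = 0.242), but r was -0.202 without the 2 farthest libraries, so the relation rests on those. Within young cartilage r was -0.582 (exact permutation p = 0.247) and 0.500 without the 2 farthest libraries, so neither relation has a stable sign. Over all 12 cartilage libraries r was 0.246 (permutation p = 0.441). The share of counts at minor sites, those failing the count filter, was 14.7% ± 2.11 in young and 12.1% ± 1.53 in old cartilage (SD, n = 6 each; exact permutation p = 0.0152). Over the 12 cartilage libraries it had r = 0.503 with the distal share (permutation p = 0.0942; rho = 0.322, p = 0.305), and 0.0783 without the 2 farthest, with r = 0.521 within young and -0.290 within old libraries. Without the 2 farthest libraries of each age these became -0.797 and -0.584, against a rise with minor sites, but on 4 libraries each. Minor sites and age cannot be told apart as the source with 6 libraries per age, since both differ together and the relations within ages are too imprecise. An age effect on 3′ end choice stays open, untested.

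In synovium the distal share rose with the share of counts at minor sites over the 10 libraries (r = 0.919, permutation p = 8e-05; rho = 0.976, p = 4e-05), with adjusted values of 0.00064 and 0.00032 over 8 relations computed. Without the 2 farthest libraries r was 0.853. A candidate explanation is that libraries differ in how many reads fall at scattered sites, such as priming away from true 3′ ends or degraded RNA, and that this moves the distal measure whatever the age. Both measures come from the same counts, so the relation does not show which drives the other. No difference by age in minor sites was seen in synovium (7.17% ± 2.40 against 5.69% ± 2.68, SD, n = 5 each; exact permutation p = 0.357). With the log2 number of apparent molecules, the distal share of the 10 synovium libraries had r = -0.598 (permutation p = 0.0662, adjusted p = 0.188). Without the 2 farthest libraries this r was -0.798. Its sign was opposite to the r of 0.721 in old cartilage and the same as the r of -0.582 in young cartilage.

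Same-numbered cartilage and synovium libraries of an age deviated from their group means together, weakly. The mean correlation across 8100 genes was 0.085, and 10 of 10 same-numbered pairs were positive. Among 14400 pairings of the numbers within ages, 12 gave a mean as high (exact p = 0.000833), which argues against chance pairing. By age, 1 of 120 pairings reached the old value and 12 of 120 the young value. Restricted to 4871 genes within 1 log2 unit between tissues, the mean was 0.0818 (exact p = 0.00104), which argues against carry-over of abundant tissue-specific transcripts between libraries. A candidate explanation is that same-numbered samples came from the same horse, which the labels do not state. Shared handling of same-numbered samples stays open. Same-numbered young and old synovium libraries also had a mean correlation of 0.0872, against -0.0225 for other pairs. In cartilage that mean was -0.0203, against 0.0042, and neither difference was tested.

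Genes above 3 counts in every library of an age and at or under 3 in every library of the other numbered 2 in cartilage and 4 in synovium. As many were found in 158 of 462 splits of the cartilage libraries and 50 of 126 of the synovium libraries, so neither count stands apart from regrouping.

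In the synovium table, 13394 sites (5.10%) in 6975 genes had 0 counts in all 10 libraries, and 371 genes had only such sites. Of these sites 32.5% were shorter than 80 nt, against 9.91% of the others. The cartilage table had 0 such sites.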
